# SETDB1 prevents TET2-dependent activation of IAP retroelements in naïve embryonic stem cells

**DOI:** 10.1186/s13059-017-1376-y

**Published:** 2018-01-19

**Authors:** Özgen Deniz, Lorenzo de la Rica, Kevin C. L. Cheng, Dominik Spensberger, Miguel R. Branco

**Keywords:** Embryonic stem cells, Retrotransposons, Intracisternal A particles (IAPs), SETDB1, Ten-eleven translocation enzymes, DNA methylation, Histone arginine methylation

## Abstract

**Background:**

Endogenous retroviruses (ERVs), which are responsible for 10% of spontaneous mouse mutations, are kept under control via several epigenetic mechanisms. The H3K9 histone methyltransferase SETDB1 is essential for ERV repression in embryonic stem cells (ESCs), with DNA methylation also playing an important role. It has been suggested that SETDB1 protects ERVs from TET-dependent DNA demethylation, but the relevance of this mechanism for ERV expression remains unclear. Moreover, previous studies have been performed in primed ESCs, which are not epigenetically or transcriptionally representative of preimplantation embryos.

**Results:**

We use naïve ESCs to investigate the role of SETDB1 in ERV regulation and its relationship with TET-mediated DNA demethylation. Naïve ESCs show an increased dependency on SETDB1 for ERV silencing when compared to primed ESCs, including at the highly mutagenic intracisternal A particles (IAPs). We find that in the absence of SETDB1, TET2 activates IAP elements in a catalytic-dependent manner. Surprisingly, TET2 does not drive changes in DNA methylation levels at IAPs, suggesting that it regulates these retrotransposons indirectly. Instead, SETDB1 depletion leads to a TET2-dependent loss of H4R3me2s, which is indispensable for IAP silencing during epigenetic reprogramming.

**Conclusions:**

Our results demonstrate a novel and unexpected role for SETDB1 in protecting IAPs from TET2-dependent histone arginine demethylation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1376-y) contains supplementary material, which is available to authorized users.

## Background

Endogenous retroviruses (ERVs) are retroelements bearing long terminal repeats (LTRs) and constitute approximately 10% of the mouse genome [1]. Whilst most ERVs are inactive, a subset of these genetic parasites retain their transposition ability and therefore pose a threat to genome integrity [2]. Indeed, around 10% of mouse spontaneous mutations arise as a direct result of ERV insertions [3] and insertional mutagenesis by ERVs is frequently associated with murine cancers [4, 5]. Therefore, numerous transcriptional and post-transcriptional host mechanisms have evolved to suppress ERV activity. DNA methylation (or 5-methylcytosine (5mC)) plays an essential role in ERV repression in postimplantation embryos and male germ cells [6, 7]. However, during early preimplantation and primordial germ cell (PGC) development, the genome undergoes genome-wide DNA demethylation [8–12] and additional mechanisms are required to ensure ERV silencing. Indeed, ERV silencing in embryonic stem cells (ESCs) is largely dependent on post-translational modification of histones, in particular methylation at H3K9. Removal of the H3K9me3 histone methyltransferase SETDB1 and its co-repressor, KRAB-associated protein (KAP1, also known as TRIM28), leads to significant activation of ERVs in ESCs [13–15] and PGCs [16]. Interestingly, 5mC and H3K9me3 regulate largely non-overlapping subsets of ERVs in ESCs, with the notable exception of intracisternal A particles (IAPs), whose silencing depends on the synergistic action of both epigenetic marks [14, 15].

IAP elements are relatively resistant to DNA demethylation during epigenetic reprogramming [6, 16–18], which is presumably a host defence mechanism against these highly mutagenic ERVs. Maintenance of methylation at IAP and imprinting control regions is driven by the G9a/GLP complex, which recruits de novo DNA methyltransferases (DNMTs) independent of its H3K9 methyltransferase activity [19–21]. On the other hand, H3K9me2-enriched regions are refractory to demethylation during epigenetic reprogramming [22] via recruitment of the DNMT1 chaperone NP95/UHRF1 [23, 24].

A role for H3K9me3 in protecting ERVs from TET-mediated DNA demethylation has also been proposed in ESCs [25]. TET enzymes oxidize 5mC into 5-hydroxymethylcytosine (5hmC) and other oxidative derivatives as part of an active DNA demethylation pathway [26–28]. We have previously shown that TET1 binds to multiple retroelements in ESCs, and that both TET1 and TET2 help to maintain LINE-1 elements in a hypomethylated state [29]. At LTR elements such as IAPs, it has been shown that loss of SETDB1 enables TET1 binding, concomitant with an accumulation of 5hmC at these sites [25]. However, this resulted in only very subtle DNA methylation changes, and it remains unknown whether these alterations affect the expression of IAP elements and other ERVs. Moreover, TET enzymes may act on ERVs via non-catalytic pathways, similar to what we observed in LINE-1 elements [29]. Finally, previous studies were performed using primed ESCs grown under standard serum-containing conditions, which are highly methylated and express high levels of the de novo methyltransferases DNMT3A and DNMT3B [17, 18]. These conditions may counteract and mask the catalytic activity of TET enzymes at IAPs and other ERVs. Global DNA demethylation can be induced in vitro by growing ESCs under the so-called 2i conditions, which more closely resemble inner cell mass cells, driving a naïve pluripotent state [17, 30].

Here we investigated the role of SETDB1 in the regulation of ERVs in naïve ESCs and its relationship with TET-mediated DNA demethylation. We find that SETDB1 has a markedly more prominent role in ERV silencing in naïve cells compared to primed cells, including at IAP elements. The catalytic activity of TET2 contributes to IAP activation upon SETDB1 depletion, but surprisingly this is not linked to DNA methylation changes at IAPs. We show that instead TET2 drives a loss of the repressive H4R3me2s mark at IAPs.

## Results

### SETDB1 safeguards ERV silencing in naïve ESCs

To investigate the role of SETDB1 in ERV silencing in naïve ESCs, we switched serum-grown (i.e., primed) E14 ESCs to 2i culture conditions. Using deep sequencing of PCR amplicons from oxidative bisulfite (oxBS)-treated DNA [31, 32], we first confirmed that 5mC levels were substantially lower in naïve versus primed ESCs at multiple ERVs, including IAP elements (Fig. 1a). RLTR4/MuLV elements were already hypomethylated in primed ESCs and showed only a small decrease in 5mC levels in naïve ESCs. 5hmC levels were generally low and similar between both culture conditions (Additional file 1: Figure S1a). In line with previous reports [33], transcript levels of these ERVs were not significantly higher in naïve ESCs compared to primed ESCs, suggesting that other mechanisms compensate for the loss of DNA methylation to protect the genome against the activity of ERVs (Additional file 1: Figure S1b).

**Fig. 1:**
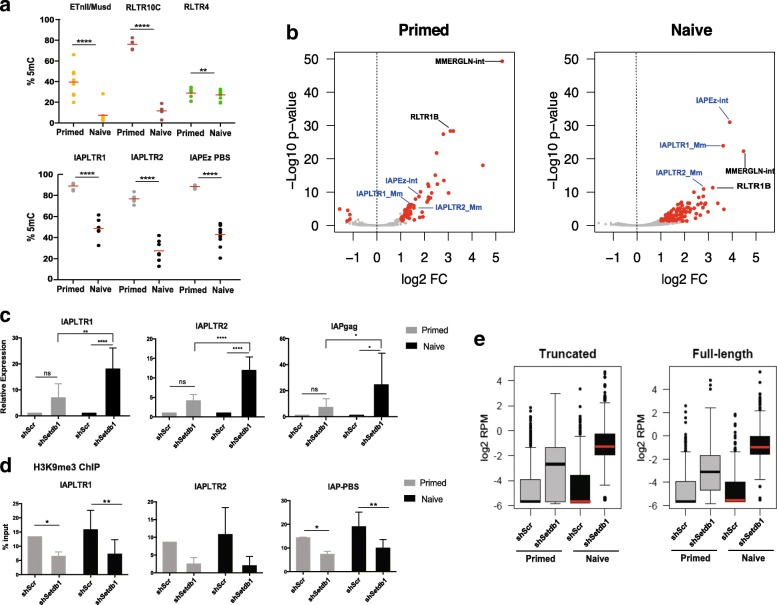
SETDB1 is pivotal for ERV silencing in naïve ESCs. **a** Deep amplicon sequencing from oxBS-treated DNA was used to measure 5mC levels at ERVs in primed and naive ESCs; each data point represents the average value from two biological replicates at a given CpG within the amplicon (ANOVA with Tukey’s multiple comparison test, *p < 0.01, ****p < 0.0001). **b** RNA-seq data using inclusive mapping from primed and naïve cells was overlayed with the RepeatMasker annotation to determine repeat classes that are differentially expressed upon SETDB1 removal (highlighted in *red*, n = 3). **c** Analysis of IAP expression by RT-qPCR in SETDB1 knockdown primed and naïve ESCs. The *error bars* show standard deviation (n = 6–12; ANOVA with Tukey’s multiple comparison test, *p < 0.05, **p < 0.01, ****p < 0.0001; *ns* not significant). **d** H3K9me3 ChIP-qPCR at IAPs upon SETDB1 loss (ANOVA with Tukey’s multiple comparison test, *p < 0.05, **p < 0.01). Data are shown as mean ± standard deviation of seven independent experiments. **e** Expression data from uniquely mapped RNA-seq reads at truncated and full-length (>5 kb) IAP elements

To identify SETDB1 targets in naïve ESCs, we depleted SETDB1 by lentiviral delivery of shRNAs (Additional file 1: Figure S1c) and performed RNA-seq on three independent biological replicates. As SETDB1 is essential for ESC survival, we collected cells 5 days post-infection, before significant cell death is detected. For comparison, we conducted the same experiment in primed ESCs. Using an “inclusive mapping” strategy that harvests information from non-uniquely aligned reads (see “Methods”), we identified classes of repetitive elements that were differentially expressed by more than twofold (*p* < 0.05, DESeq2). As expected, SETDB1 depletion in naïve ESCs led to the upregulation of many repeat classes (*n* = 104), the vast majority of which were ERVs (Fig. 1b). Notably, about half of these repeat classes (*n* = 55) were exclusively upregulated in naïve cells and not in primed cells (Additional file 2). These naïve-specific repeats included MERVL, LINE-1 and VL30 elements, amongst several others. In contrast, only eight repeat classes were significantly upregulated exclusively in primed ESCs (Additional file 2).

Intriguingly, although IAP elements were deregulated in both culture conditions, they were substantially more activated in naïve ESCs when compared to primed ESCs (Fig. 1b; Additional file 2). We validated these observations using quantitative reverse transcription polymerase chain reaction (RT-qPCR), which confirmed that IAPEz upregulation was more pronounced in naïve cells (Fig. 1c), even though SETDB1 depletion led to a substantial loss of H3K9me3 at these elements in both conditions (Fig. 1d). Increased IAP upregulation in naïve ESCs was also confirmed in two additional ESC lines (*Tet2* WT ESCs in Fig. 2c and Additional file 1: Figure S2e, and not shown). Similar results were obtained upon KAP1 depletion (Additional file 1: Figure S1d), as expected from the dependency of SETDB1 binding on KAP1 [13, 15]. We then asked what fraction of IAP copies underwent this skewed IAP activation in SETDB1-depleted naïve cells. We analysed data from uniquely mapped RNA-seq reads and found that, out of 1009 IAPs with detectable RNA-seq signal, 681 (67%) were more than tenfold upregulated upon SETDB1 depletion in naïve ESCs, whereas in primed cells there were only 257 (25%). Notably, this pattern was seen in both full-length and truncated elements (Fig. 1e), showing that SETDB1 removal leads to increased activation at the majority of mappable IAP elements in naïve ESCs compared to primed ESCs.

**Fig. 2:**
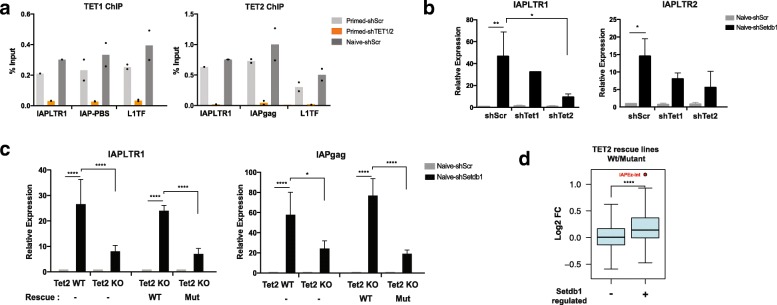
TET2 drives IAP expression in the absence of SETDB1. **a** ChIP-qPCR data showing TET1 and TET2 enrichment at IAPs and L1 elements in primed (in the presence and absence of TETs) and naïve ESCs. Data points from two independent experiments are shown. **b** Expression of IAPLTR1 and IAPLTR2 in SETDB1 and TET1- or TET2-depleted cells in naïve ESCs (*n* = 2; one-way ANOVA, Dunnet’s multiple comparison test, *p < 0.05, **p < 0.01). *Error bars* represent the mean ± standard deviation. **c** RT-qPCR analysis of *Tet2* WT, knockout (*KO*) and rescue cell lines at IAPs in naïve ESCs (*n* = 3–4; ANOVA with Tukey’s multiple comparison test, *p < 0.05, ****p < 0.0001). The results are presented as mean ± standard deviation. **d** Fold-change in expression between TET2 wild-type (*WT*) and mutant rescue lines for different repeat classes, depending on whether they are repressed by SETDB1 or not (*n* = 3, ****p < 0.0001, t-test)

All together, these data show that SETDB1 plays a more prominent role in ERV silencing in naïve ESCs when compared to primed ESCs, including at IAP elements.

### IAP activation upon SETDB1 depletion depends on TET2 activity

In naïve ESCs the role of SETDB1 in ERV suppression could be particularly critical for genome integrity due to the hypomethylated state of these retrotransposons. Additionally, SETDB1 could protect ERVs from further DNA demethylation, by preventing binding of TET enzymes [25]. However, it remains unclear to what extent TET activity affects ERV methylation and expression. To address this question, we first performed ChIP-qPCR on wild-type (WT) and TET-depleted ESCs, which revealed that both TET1 and TET2 specifically bind IAP elements at the LTR and primer binding site (PBS; where KAP1 is recruited) regions in both primed and naïve ESCs (Fig. 2a). Notably, the enrichment of both TET enzymes at IAPs was similar to that seen at LINE-1 elements, which we have previously shown to undergo TET-mediated DNA demethylation [29]. To test whether TET enzymes were involved in the activation of IAPs, we performed *Tet1* or *Tet2* knockdown (KD) in SETDB1-depleted naïve ESCs. Our RT-qPCR analyses revealed that removal of TET2 markedly reduced IAPLTR1 activation (and IAPLTR2 to a lesser extent) in SETDB1-depleted cells, whereas this effect was milder upon *Tet1* KD (Fig. 2b). We also generated *Tet2* knockout (KO) ESCs (Additional file 1: Figure S2a,b) wherein, similarly to *Tet2* KD cells, upregulation of IAPLTR1, as well as the coding *gag* region, was diminished when compared to *Tet2* WT naïve ESCs (Fig. 2c). Experiments involving depletion of both TET1 and TET2 showed that loss of TET2 alone was sufficient to maximally impair IAP activation (Additional file 1: Figure S2c).

We then asked whether the effect of TET2 is dependent on its 5mC-oxidising catalytic activity. For this purpose, we used *Tet2* KO ESCs to establish stable cell lines expressing either WT TET2 protein or a catalytically inactive mutant version of the enzyme. Western blot analyses revealed that both WT and mutant proteins were expressed at similar levels (Additional file 1: Figure S2d). Importantly, global 5hmC levels were similar between the parental WT ESCs and cells rescued with WT TET2, whereas both TET2 KO ESCs and cells rescued with mutant TET2 had low levels of 5hmC (Additional file 1: Figure S2d). Upon SETDB1 depletion, naïve ESCs expressing the WT *Tet2* construct displayed similar activation of IAPLTR1 and the *gag* region to what was seen in *Tet2* WT cells, effectively rescuing the loss of TET2 (Fig. 2c). In contrast, cells expressing the catalytic mutant TET2 failed to upregulate IAPs any further than what was seen in SETDB1-depleted *Tet2* KO cells (Fig. 2c). These results show that the catalytic activity of TET2 contributes to the activation of IAPs upon SETDB1 depletion. To test whether other ERVs were targeted by the same mechanism, we performed RNA-seq on both TET2 rescue lines in a SETDB1-depleted context. 

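The rescue lines are Tet2 KO mouse ESCs that stably carry a construct for WT TET2 or for the catalytic mutant, and both were infected with the shRNA against Setdb1. Poly(A)-selected RNA was sequenced from 12 libraries, 3 for each rescue line in 2i medium (naïve) and 3 for each in serum (primed). Libraries with a non-targeting shRNA were not analysed here, so the values compare the rescue lines after SETDB1 depletion and do not measure the response to the depletion. The authors aligned the reads to mm9, assigned a read with several equally good positions to one of them at random, and counted reads per gene and per RepeatMasker class, with all copies of a class pooled. They deposited variance-stabilised values on a log2 scale for 26061 genes and 1217 repeat classes. Inverting the transformation returned whole reads for 100% of the values in every library, which gave the depth. Gene totals in naïve ESCs were 10090165 to 12357101 reads per library with WT TET2 (median 12013721) and 11187137 to 20189214 with mutant TET2 (median 14322507). In primed ESCs they were 8066662 to 21335933 (median 9790961) and 8979339 to 11140836 (median 11003142). Repeat totals in naïve ESCs were 3156928 to 8987675 (median 5231280) with WT TET2 and 7403674 to 9039729 (median 8307685) with mutant TET2. In primed ESCs they were 8238971 to 13718028 (median 8731315) and 3335170 to 11155546 (median 9626281). The single class SSU-rRNA_Hsa, a ribosomal RNA, took between 20.0% and 53.5% of the repeat reads of a library.
The shRNA sequence CCCGAGGCTTTGCTCTTAAAT matched the coding sequence of Setdb1 on chromosome 3 of mm9, positions 95128710 to 95128730 on the minus strand, in exon 20 of 22. Among the annotated protein-coding transcripts, only those of Setdb1 held this sequence. Setdb1 itself spans positions 95127447 to 95161124, and it was read in every library, with 137 to 412 reads in naïve ESCs and 114 to 585 in primed ESCs. Its expression was 7.82 ± 0.36 (SD, n = 3) with WT and 7.69 ± 0.31 (SD, n = 3) with mutant TET2 in naïve ESCs, a difference smaller than the spread between replicates (limma, adjusted p = 0.857). In primed ESCs it was 8.27 ± 0.11 and 8.11 ± 0.53 (SD, n = 3 each; limma, adjusted p = 0.788). Part of the naïve spread was shared by the lines, since replicate 3 was highest in both, at 8.21 and 8.04. Setdb1 was higher with WT TET2 in 3 of 3 naïve and 1 of 3 primed replicate pairs. Its naïve adjusted p from limma was 0.581 to 0.995 over all alternatives. The Tet2 transcript was more abundant in the WT rescue line, at 13.27 ± 0.65 against 11.12 ± 0.72 in naïve ESCs (SD, n = 3 each), a log2 difference of 2.16 (standard error 0.34, limma, adjusted p = 0.0154). In primed ESCs the values were 14.83 ± 0.26 and 12.99 ± 0.43 (SD, n = 3 each), a log2 difference of 1.84 (limma, adjusted p = 0.0297). Leaving out single libraries took the adjusted p above 0.05 in 3 of 6 naïve fits and in 5 of 6 primed fits, with ranges over all alternatives of 2.99e-06 to 0.132 and 2.65e-05 to 0.151. With the replicate number as a block both differences had an adjusted p under 0.05. Reads from the construct and from the endogenous locus were not separated in these counts. Dnmt3b and Dnmt3l were lower in naïve than in primed ESCs, by log2 differences of -2.33 and -5.18 (limma, adjusted p = 6.85e-08 and 3.14e-12).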

Strikingly, comparison of ERV expression between WT and mutant TET2 rescue lines yielded only IAPEz elements as significantly differentially expressed. However, as a group, SETDB1-regulated repeats displayed higher expression levels in WT versus mutant TET2 rescue lines upon SETDB1 depletion, a tendency that was not seen at repeats that are not targeted by SETDB1 (Fig. 2d).

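The rescue lines were compared with limma on the deposited log2-scale values of the 939 repeat classes whose mean lay at least 1 above the lowest value of the table. A class was called at an adjusted p under 0.05 and a difference of more than 1. IAPEz-int, the internal region of IAP elements, had an expression of 17.56 ± 0.12 in naïve ESCs with WT TET2 and 16.38 ± 0.29 with mutant TET2 (SD, n = 3 each). The log2 difference was 1.18 (standard error 0.35), and every WT library lay above every mutant library. The exact two-sided permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow. Over all classes the adjusted p from limma was 0.773, and 0 of 939 classes were called, with 17 at an unadjusted p under 0.05. No class had a smaller adjusted p. The unadjusted p from limma was 0.00247 for IAPEz-int, and 0.00182 and 0.00188 for IAPLTR1_Mm and IAPLTR1a_Mm. The 49 classes without overlap between the lines made up 5.22%, against the 10% that chance gives.
Libraries with the same replicate number deviated together in naïve ESCs, with a mean correlation of 0.40 over repeat classes. With the replicate number as a block, 1 class was called, and it was IAPEz-int (limma, adjusted p = 0.00654; range over all alternatives 0.00654 to 1.00). WT exceeded mutant by 1.22, 0.77 and 1.57 in replicates 1, 2 and 3. The long terminal repeats IAPLTR1_Mm and IAPLTR1a_Mm differed by 1.00 and 0.96 on the log2 scale, just under the limit for a call, with an adjusted p of 0.00198 for each under the block. Their adjusted p was 0.773 without it, and both ranged from 0.00198 to 1.00 over the alternatives. Quantile normalization moved the IAPEz-int difference most, to 0.18. It gives equal values to equal ranks, and IAPEz-int ranked 3 or 4 in naïve libraries, so this value cannot measure the difference. Reads from near-identical IAP copies are pooled in these classes, so single copies are not resolved. Each rescue is a single line, so the SDs and p-values cover libraries of the same line and not differences between independent lines. The 15 IAP classes among those the paper lists as upregulated on SETDB1 depletion averaged 9.88 ± 0.30 with WT and 9.41 ± 0.24 with mutant TET2 (SD, n = 3 each). This is a difference of 0.47 (exact permutation test, p = 0.1), and 14 of the 15 classes were higher with WT TET2. Each alternative that centred or rescaled the values gave an exact permutation p of 0.2 for the group. Adjusted over those 15 classes alone, 3 had an adjusted p under 0.05, against 0 when adjusted over all 939.

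**Figure D1:**
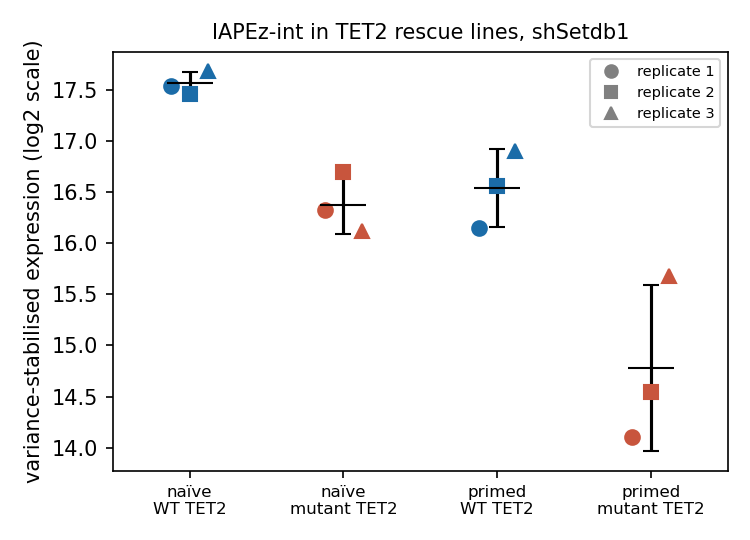
Expression of IAPEz-int in each library of the TET2 rescue lines after SETDB1 depletion, as variance-stabilised values on a log2 scale. Points are libraries with a marker for each replicate number, the long bar is the mean and the error bars are the SD of 3 libraries; naïve means are 17.56 and 16.38.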

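SETDB1-regulated repeats were taken as the 104 classes that the paper's list of differentially expressed repeats gives as upregulated in naïve ESCs, of which 102 passed the filter on low values. They were compared with the 837 other classes. The mean log2 difference between WT and mutant TET2 rescue lines was 0.20 in SETDB1-regulated classes and 0.04 in the others, and 74.5% of the former against 57.9% of the latter were higher with WT TET2. Such shares depend on the scaling. Over all classes the share was 59.7% as deposited and 44.2% to 51.9% after centring on the median or rescaling. The difference between the sets was 0.16, with a p of 0.474 from limma's camera test, which estimated a correlation of 0.65 between the classes of the set. Leaving out single libraries moved the difference to between 0.09 and 0.27. With the replicate number as a block the difference was 0.16 and the camera p was 0.226. Centring each library on its median left the difference at 0.16 and gave a camera p of 0.144.
Per library, the mean of the SETDB1-regulated classes minus that of the others was 1.22 ± 0.19 with WT and 1.06 ± 0.13 with mutant TET2 (SD, n = 3 each). Unpaired, the exact two-sided permutation test gave p = 0.3. The WT library was higher in 3 of 3 replicate pairs, by 0.10, 0.17 and 0.22 (SD of the pair differences 0.06), and the exact test that flips the signs of the pairs gave p = 0.25, the smallest that 3 pairs allow. Treating classes as independent of each other, as a test across classes does, gave smaller p-values: 1e-05 when class membership was permuted and 1e-04 against classes matched on expression, each the smallest that the number of draws can give. Without the IAP classes the difference between the sets was 0.12, which did not pass the camera test.

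**Figure D2:**
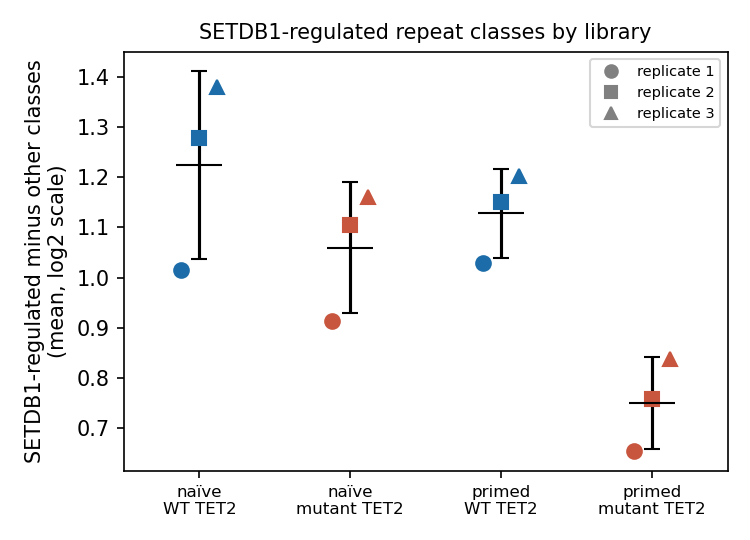
Mean of the SETDB1-regulated repeat classes minus the mean of all other classes in each library, on a log2 scale. Points are libraries with a marker for each replicate number, the long bar is the mean and the error bars are the SD of 3 libraries; the primed groups use the classes upregulated in primed ESCs, and the naïve means are 1.22 and 1.06.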

We also performed experiments in primed ESCs, wherein *Tet2* KO had no effect on IAP upregulation upon SETDB1 depletion (Additional file 1: Figure S2). On the other hand, both RT-qPCR and RNA-seq data showed that overexpression of WT TET2 could also drive an increase in IAP activation in primed ESCs (Additional file 1: Figure S2e).

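In the primed rescue lines IAPEz-int was at 16.54 ± 0.38 with WT TET2 and 14.78 ± 0.81 with mutant TET2 (SD, n = 3 each), a log2 difference of 1.76 (standard error 0.35, limma, adjusted p = 0.0133). The long terminal repeats IAPLTR1_Mm and IAPLTR1a_Mm differed by 1.78 and 1.53 (limma, adjusted p = 0.00197 and 0.00543). These 3 were the only classes of 939 called in primed ESCs, where 20 had an unadjusted p under 0.05. No WT library overlapped with a mutant library for any of the 3 (exact permutation test, p = 0.1 each, the smallest possible). Same-numbered primed libraries deviated together only weakly on average, with a mean correlation of 0.12. The correlations were 0.05, -0.02 and 0.33 for replicates 1, 2 and 3. The same 3 classes were called with the replicate number as a block, where IAPEz-int had an adjusted p of 1.34e-05. The long terminal repeat IAPLTR2_Mm was not called. It was higher with WT TET2 by 0.79, in 3 of 3 replicate pairs and without overlap (exact permutation test, p = 0.1). Its adjusted p from limma was 0.886, and 0.00774 at the lowest over the alternatives. Across the 6 fits that each left out a library the IAPEz-int difference stayed between 1.42 and 2.21, and its adjusted p was above 0.05 in 4 of them (range over all alternatives 1.34e-05 to 0.196). The mean of the 15 IAP classes was 9.05 ± 0.26 with WT and 8.39 ± 0.53 with mutant TET2 (SD, n = 3 each; exact permutation test, p = 0.3), a difference of 0.66 with 13 of the 15 classes higher. Each alternative that centred or rescaled the values gave an exact permutation p of 0.1 for the primed group, and 6 of the 15 classes had an adjusted p under 0.05 when adjusted over the 15 alone. In these data each rescue is a single line, so an effect of TET2 activity on IAPEz-int cannot be separated from other differences between lines. The IAPEz-int difference between rescue lines was not shown to depend on the medium. The naïve difference minus the primed one was -0.58 (limma, adjusted p = 0.998). Leaving out single libraries gave values from -1.03 to -0.24. Quantile normalization gave -1.77 (limma, adjusted p = 0.0731), but the high rank of IAPEz-int limits its naïve difference there. The repeats upregulated by SETDB1 depletion in primed ESCs, 57 classes, exceeded the 882 others by 0.38 in the same comparison (camera p = 0.0951, camera p with the replicate number as a block 0.0361, and p = 0.1 from the exact permutation test across libraries). From its own experiments on TET enzymes at IAPs, the paper concludes that IAP activation after SETDB1 loss depends in part on the catalytic activity of TET2.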

Overall, these results reveal that the activation of IAPs seen upon SETDB1 loss partly depends on the catalytic activity of TET2.

### SETDB1 does not protect IAPs from TET-mediated DNA demethylation

The contribution of TET2 catalytic activity to IAP activation in SETDB1-depleted naïve cells suggests that SETDB1 protects IAPs from oxidation-driven DNA demethylation. To directly address this hypothesis, we measured 5mC and 5hmC levels at IAPs using oxBS. Surprisingly, we did not observe any significant changes in 5mC levels in SETDB1-depleted naïve ESCs both at the LTR and PBS regions (Fig. 3a). IAP 5hmC levels remained low after SETDB1 depletion and only the PBS region displayed a small increase in 5hmC levels (Additional file 1: Figure S3a). In line with these observations, we found that TET2 binding to IAPs was not enhanced by the loss of SETDB1 in naïve ESCs (Fig. 3b). KAP1 depletion in naïve cells also did not lead to demethylation of IAPLTR1 elements, and was only associated with a small but significant decrease in IAPLTR2 methylation (Additional file 1: Figure S3b).

**Fig. 3:**
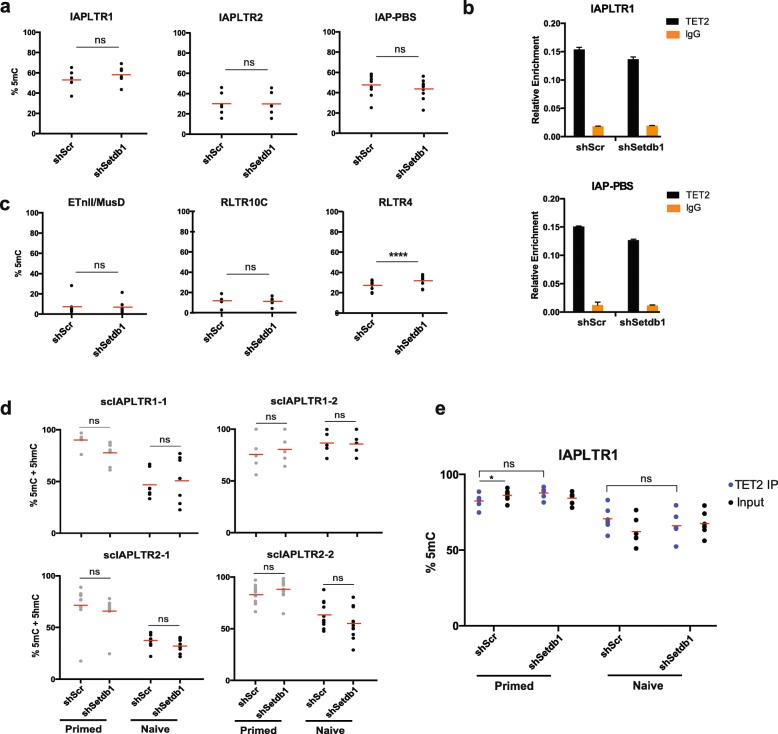
TET2 does not affect DNA methylation levels at IAPs in naïve ESCs. **a** 5mC levels using oxBS at IAPs upon SETDB1 knockdown in naïve ESCs; each data point represents the average value from two biological replicates at a given CpG within the amplicon (*ns* not significant). **b** Normalised enrichment of TET2 using a spike-in control at IAPLTR1 and the PBS region in naïve ESCs (representative replicate from *n* = 3). **c** 5mC levels at additional ERVs upon SETDB1 knockdown in naïve ESCs (ANOVA with Tukey’s multiple comparison test, ****p < 0.0001). **d** 5mC + 5hmC levels using bisulphite sequencing at individual IAP copies (scIAPs) upon SETDB1 depletion, in primed and naïve ESCs. **e** 5mC levels at TET2-bound IAPLTR1 elements; each data point represents the value at a given CpG within the amplicon (ANOVA with Tukey’s multiple comparison test, *p < 0.05)

Extending our analyses to other SETDB1-regulated ERVs, we found that ETn/MusD, RLTR10C and VL30 elements also did not display a decrease in 5mC upon SETDB1 depletion in naïve ESCs (Fig. 3c). In contrast, primed ESCs displayed a small but significant loss of 5mC at IAPLTR2, ETnII/MusD and RLTR10C ERVs upon SETDB1 depletion, which is consistent with previous findings [13, 25] (Additional file 1: Figure S3c). However, these small reductions in 5mC levels were not associated with changes in expression, as IAPLTR2 transcripts are not affected in primed *Tet2* KO cells (Additional file 1: Figure S2e). Furthermore, the lack of 5mC changes in naïve cells suggests that TET2 does not affect ERV expression by driving their demethylation.

We next considered the possibility that 5mC changes may be apparent in copies that are more responsive to SETDB1 depletion, rather than in the pool of IAP copies that are amplified by the consensus primers used above. Based on our RNA-seq data, we designed specific primers for bisulphite sequencing that target three individual IAPLTR1 and two individual IAPLTR2 elements that exhibited high activation upon SETDB1 depletion. Notably, these individual elements show higher levels of TET2 binding compared to a pool of IAP copies, whereas H3K9me3 and TET1 levels are similar (Additional file 1: Figure 3d). Despite displaying higher TET2 levels, the tested IAP copies did not show any significant alterations in DNA methylation in the absence of SETDB1 in either naïve or primed ESCs (Fig. 3d; Additional file 1: Figure S3e).

Vitamin C is known to enhance the catalytic activity of TET enzymes, and it was recently shown to drive demethylation of IAP elements in naïve ESCs [33]. Indeed, we found that IAP methylation was lower in ESCs grown in the presence of vitamin C and this was associated with an increase in IAP expression (Additional file 1: Figure S4a,b). However, SETDB1 depletion in cells treated with vitamin C had no additional effect on methylation levels (Additional file 1: Figure S4a), and the increase in IAP expression (relative to scrambled control) was similar to that seen in cells without vitamin C (Additional file 1: Figure S4b).

To confirm that TET2 did not modulate DNA methylation levels at IAPs, we performed bisulphite sequencing in TET2-depleted naïve cells. As expected, removal of TET2 did not affect methylation levels both for a pool of IAP copies as well as individual copies (Additional file 1: Figure S4c). Finally, we asked whether the effect of TET2 on DNA methylation is evident only at its target IAP copies. To this end, we analysed methylation levels of DNA that is immunoprecipitated by a TET2 antibody. DNA methylation levels of TET2-bound IAPs were comparable to the whole pool of IAPs (input) in all conditions, and no differences were seen between TET2-bound elements before or after SETDB1 depletion (Fig. 3e).

Taken together, these observations reveal that SETDB1 does not safeguard IAPs from TET-mediated DNA demethylation and that TET2 induces IAP activation by a DNA methylation-independent mechanism.

### TET2 expression is associated with loss of H4R3me2 at IAPs

We hypothesized that the contribution of TET2 to ERV activation in SETDB1-depleted naïve ESCs could be affecting key histone marks, possibly through an indirect mechanism. Therefore, we first asked whether TET2 could contribute to the loss of H3K9me3 seen upon SETDB1 depletion, but found that *Tet2* knockdown did not affect the levels of H3K9me3 in naïve ESCs (Fig. 4a). It was previously shown that TET enzymes can recruit O-GlcNac transferase (OGT) to chromatin in ESCs [34], which in turn targets H3K4 methyltransferase SET1/COMPASS complex [35]. However, our ChIP-qPCR analyses demonstrated that TET2 depletion did not affect H3K4me3 levels at IAPs, which remained very low in all conditions tested (Fig. 4a). We also found no differences in the levels of the H3K27me3 repressive mark (Additional file 1: Figure S5a). IAP elements were also shown to be highly enriched for symmetrical arginine dimethylation at H4R3 (i.e., H4R3me2s) [36, 37]. Importantly, removal of the arginine methyltransferase PRMT5 leads to derepression of IAPs in PGCs and blastocysts [37], suggesting that H4R3me2s is a key repressive mark of IAPs during epigenetic reprogramming. Therefore, we next carried out ChIP-qPCR for H4R3me2s and found reduced levels of this mark in SETDB1-depleted ESCs (Fig. 4b). Strikingly, this loss at IAPs was driven by the action of TET2, as the levels of H4R3me2s remained stable upon SETDB1 removal in *Tet2* KD cells (Fig. 4b). These results suggest that TET2 contributes to IAP activation in SETDB1-depleted ESCs by modulating the levels of the repressive H4R3me2s mark.

**Fig. 4:**
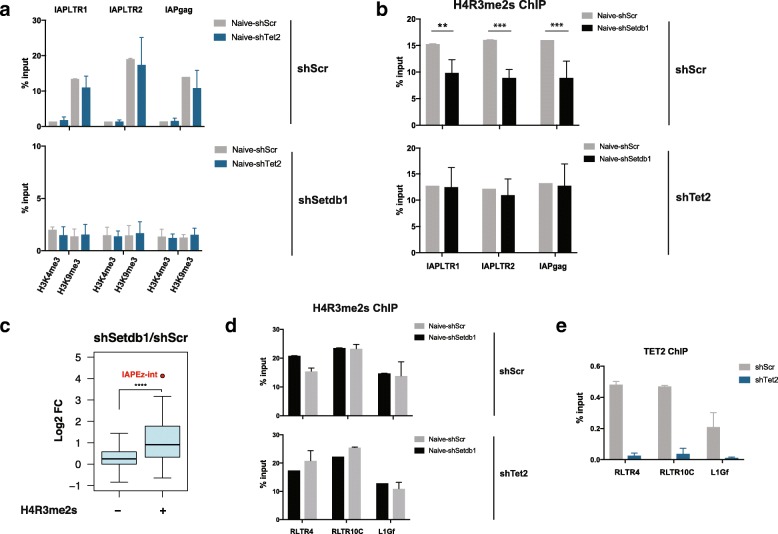
SETDB1 protects IAPs from TET2-dependent loss of H4R3me2s. **a**, **b** ChIP-qPCR data for H3K4me3 and H3K9me3 (**a**) or H4R3me2s (**b**) at IAPs upon SETDB1 loss in the presence and absence of TET2 (*n* = 2–3; ANOVA with Sidak’s multiple comparison test, **p < 0.01, ***p < 0.001). **c**. Fold-change in expression upon SETDB1 knockdown for different repeat classes, depending on whether they are enriched for H4R3me2s peaks or not (*n* = 3, ****p < 0.0001, t-test). **d** ChIP-qPCR data for H4R3me2s at additional ERVs upon SETDB1 loss in the presence and absence of TET2 (*n* = 2; *error bars* represent the mean ± standard deviation). **e** TET2 enrichment levels at ERVs. Data are shown as mean ± standard deviation of two independent experiments

To test whether a similar mechanism could be responsible for the activation of other ERVs, we mined publicly available ChIP-seq data for H4R3me2s in naïve ESCs [36]. Using uniquely mapped reads, we identified repeat classes that are enriched for H4R3me2s peaks over a random control (Additional file 1: Figure S5b). Interestingly, H4R3me2s-enriched repeats were preferentially activated upon SETDB1 depletion when compared to non-enriched repeats (Fig. 4c). Using ChIP-qPCR we validated the enrichment of H4R3me2s on three selected SETDB1-regulated retrotransposons (RLTR4/MuLV, RLTR10C and L1Gf) and tested whether, similar to IAPs, SETDB1 depletion led to H4R3me2s loss at these sites. However, none of the tested elements displayed a significant reduction in H4R3me2s levels upon SETDB1 removal (Fig. 4d). This is in line with the fact that, unlike IAPs, the expression of these retrotransposons was not mediated by the catalytic activity of TET2 (Additional file 1: Figure S5c). These data suggest that TET2-mediated loss of H4R3me2s is specific to IAPs and drives their activation.

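In naïve rescue lines MuLV-int, RLTR10C and L1Md_Gf were higher with WT TET2 by 0.35, 0.35 and 0.35 on the log2 scale, with standard errors of 0.35, 0.30 and 0.52. For RLTR4_Mm and RLTR4_MM-int the differences were 0.28 and 0.69. Leaving out single libraries moved them to between 0.03 and 0.52 and between 0.29 and 1.23. It moved MuLV-int to between 0.03 and 0.69 and RLTR10C to between 0.07 and 0.54. With the deposited scaling, each of these 5 classes was higher with WT TET2 in 3 of 3 replicate pairs. For RLTR4_Mm the replicate 1 values were 9.17 and 9.11, so close that this count depends on the scaling. Without a replicate block, none of the 5 classes had an adjusted p under 0.05 from limma in naïve ESCs, over all classes or over the 5 alone. In that fit 0 had an unadjusted p under 0.05. The smallest adjusted p over the 5 classes was 0.477. Unpaired, L1Md_Gf was at 10.38 ± 1.10 with WT and 10.04 ± 1.08 with mutant TET2 (SD, n = 3 each; exact permutation test, p = 0.6). Much of this spread was shared by the lines, since replicate 3 was highest in both, at 11.65 and 11.25, and the sign of the unpaired difference changed when WT replicate 3 or mutant replicate 1 was left out. With the replicate number as a block, 0 of the 5 were called in naïve ESCs, and the smallest of their adjusted p-values over all classes was 0.1001, for RLTR4_MM-int (limma, range over all alternatives 0.1001 to 1.00). The adjustment over the 5 alone was made only without the block. In primed ESCs RLTR4_MM-int was higher with WT TET2 by 0.93, in 3 of 3 replicate pairs and without overlap (exact permutation test, p = 0.1). Its adjusted p from limma was 0.996 over all classes and 0.168 over the 5, and 0.00774 over all classes with the replicate number as a block (range over all alternatives 0.00774 to 1.00), at a difference under the limit of 1 for a call.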

Notably, all of the retrotransposons analysed above displayed similar levels of TET2 enrichment (Fig. 4e), showing that TET2 binding is not sufficient to impart a reduction in H4R3me2s levels. This suggest that TET2 activates IAPs in an indirect manner, possibly by regulating the expression of one or more chromatin modifiers that act on a subset of SETDB1-regulated retrotransposons.

## Discussion

Here we have used naïve mouse ESCs to show that SETDB1 protects IAPs from TET2-dependent activation, but that instead of DNA demethylation this involves modulation of H4R3me2s levels at these elements.

We first established that SETDB1 has a more prominent role in ERV silencing in naïve ESCs than in primed ESCs. In contrast, in mouse embryonic fibroblasts ERV suppression is largely independent of SETDB1 [13], suggesting that cell differentiation is generally associated with a switch from an H3K9me3-dependent silencing mechanism to a 5mC-dependent one. Our results suggest that such a reciprocal relationship extends further back into naïve pluripotency, where there is a more pronounced requirement for SETDB1-mediated deposition of H3K9me3 for maintaining ERV silencing.

We show for the first time that the catalytic activity of TET2 contributes to IAP activation in SETDB1-depleted naïve ESCs. Unexpectedly, TET2 does not drive DNA demethylation at IAPs, including at individual IAP copies and at TET2-bound IAPs in naïve ESCs (Fig. 4). In contrast, a previous report suggested that in primed ESCs H3K9me3 deposition by SETDB1 protects IAPs from TET-mediated DNA demethylation [25]. Our data in primed ESCs partly support this (Additional file 1: Figure S3a), indicating that a potential direct relationship between SETDB1 and TET-mediated DNA demethylation is exclusive to the primed state and seemingly lost in naïve ESCs. Notably, even in primed ESCs, the extent of DNA demethylation is relatively small and is not associated with expression changes. In contrast, SETDB1 depletion has a major impact on the DNA methylation levels of germ line-specific genes and imprinting control regions (ICRs) [25]. In the case of ICRs, SETDB1 presumably acts as a downstream effector of ZFP57 (via KAP1), which binds methylated ICRs to maintain allele-specific DNA methylation [38, 39].

We find that, rather than affecting IAP expression through changes in DNA methylation, TET2 drives a decrease in H4R3me2s levels at IAPs in naïve ESCs (Fig. 4b). It has been shown that in both PGCs and preimplantation embryos, deletion of *Prmt5* leads to loss of H4R3me2s at IAPs, concomitant with their transcriptional activation [37]. Importantly, *Prmt5*-null PGCs display no differences in IAP DNA methylation levels compared to WT tissues [37]. Our data in naïve ESCs adds further support to a repressive role of the H4R3me2s mark at IAPs, as other key histone modifications were excluded as the mediators of TET2-dependent IAP activation (Fig. 4a; Additional file 1: Figure S5a).

Whilst the catalytic activity of TET2 does not affect DNA methylation directly at IAPs, it remains formally possible that TET2 oxidises methylated proteins or RNA associated with IAP chromatin. However, our data suggest that the action of TET2 on IAPs is likely to be indirect, involving the regulation of genes that in turn control IAP expression. Our RNA-seq data show that neither the arginine methyltransferases *Prmt5* and *Prmt7* nor the putative H4R3me2s demethylase *Jmjd6* are controlled by TET2 activity (Additional file 1: Figure S5d). It remains to be tested whether other enzymes act in vivo to modify H4R3me2s, which could then mediate the activating effect of TET2 on IAPs. 

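Prmt5 (chromosome 14, 55126024 to 55136362) was at 11.72 ± 0.11 in naïve ESCs with WT TET2 and 11.51 ± 0.16 with mutant TET2 (SD, n = 3 each), a log2 difference of 0.22 (standard error 0.16, limma, adjusted p = 0.546). Jmjd6 (chromosome 11, 116698746 to 116704763) differed by 0.11 (standard error 0.18, limma, adjusted p = 0.821), with an SD between replicates of 0.31 with WT and 0.08 with mutant TET2 (exact permutation test, p = 0.6). Prmt7 (chromosome 8, 108734836 to 108776694) was lower with WT TET2, at 11.12 ± 0.12 against 11.51 ± 0.18 (SD, n = 3 each), a log2 difference of -0.39 (standard error 0.15). All 3 WT libraries lay below all 3 mutant libraries for Prmt7 (exact permutation test, p = 0.1, the smallest possible). The adjusted p for Prmt7 from limma without a replicate block was 0.314 over all 14185 genes tested and 0.0655 over these 3 genes. None of the 3 genes was called at an adjusted p under 0.05, and 1 had an unadjusted p under 0.05. Same-numbered naïve libraries deviated together over genes as well, with a mean correlation of 0.42, and with the replicate number as a block the Prmt7 difference was -0.39 (limma, adjusted p = 0.167; range over all alternatives 0.167 to 0.713). In primed ESCs Prmt7 was also lower with WT TET2, by a log2 difference of -0.47 (limma, adjusted p = 0.205 over all genes and 0.0234 over the 3 genes).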

Other more indirect scenarios are also possible, such as a TET2-regulated gene that prevents recruitment of the enzymes involved in arginine methylation.

If TET2-mediated demethylation indirectly affects IAP expression, then the same could be true for other hypomethylation models, such as *Dnmt* KO ESCs. This raises questions about reported roles of DNA methylation on IAP expression, namely its synergistic action with H3K9me3 [14, 40]. Similarly, *Tet1/Tet3* double KO preimplantation embryos display a downregulation of IAPs [41], but direct evidence for a causal relationship is missing. These considerations highlight the need for future work to harvest the power of epigenetic editing tools to test for direct causal links between ERV methylation and their activation.

## Conclusions

We have demonstrated that SETDB1 has a more prominent role in ERV silencing in naïve ESCs than primed ESCs, with the removal of SETDB1 leading to increased upregulation of ERVs. Our data show that activation of IAPs in SETDB1-depleted naïve cells depends on the catalytic activity of TET2. However, surprisingly, TET2 does not play a role in DNA demethylation at IAPs; instead, TET2-dependent activation of IAPs is associated with the loss of the H4R3me2s repressive mark upon SETDB1 removal. In conclusion, our findings demonstrate a novel role of SETDB1 in protecting IAPs from TET2-dependent loss of H4R3me2s in naïve ESCs.

## Methods

### Cell lines

E14 ESCs were used for all experiments unless otherwise stated. *Tet1* KO ESCs were a kind gift from Guo-Liang Xu [42]. *Tet2* KO ESCs were generated by targeting exon 14 of *Tet2* with a floxed neomycin resistance cassette (Additional file 1: Figure S2a). To rescue the expression of TET2, stable cell lines were derived from *Tet2* KO ESCs using a PiggyBac transposon system. The *Tet2* catalytic mutant (H1304Y, D1306A) construct was made from a WT clone (a kind gift from Kristian Helin) by site-directed mutagenesis.

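Tet2 is annotated on chromosome 3 of mm9, positions 133126643 to 133207354, on the minus strand. The paper names the substitutions H1304Y and D1306A, in which a histidine and an aspartate are separated by a single residue. The reference encodes a histidine, an arginine and an aspartate by CACAGAGAC at positions 133134334 to 133134342. In the transcript of 10 exons, which encodes 1919 amino acids, this motif lies in exon 8 and the histidine and aspartate are residues 1302 and 1304. In the transcript of 11 exons, which encodes 1912 amino acids, it lies in exon 9 and they are residues 1295 and 1297. Neither pair of positions has the numbers of the substitutions, and the sequence of the construct was not analysed here.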

### Cell culture and gene knockdown

ESCs were grown in feeder-free conditions using either DMEM-based medium with 15% FBS and 1000 U/ml ESGRO LIF (Millipore) or in 2i culturing conditions using DMEM F-12 (Gibco 21331) and neurobasal media (Gibco 21102) supplemented with N2 (Life tech. 17502048), B27 (Gibco 17504-044), 1000 U/ml ESGRO LIF (Millipore), Mek inhibitor (PD0325901) and GSK3b inhibitor (CHIR99021). For shRNA-mediated gene knockdown, ESCs were infected with viral particles carrying pLKO.1 constructs harbouring gene-specific shRNAs from The RNAi Consortium (shSETDB1, CCCGAGGCTTTGCTCTTAAAT, TRCN0000092975; shTET1, TTTCAACTCCGACGTAAATAT, TRCN0000341848; shTET2, TTCGGAGGAGAAGGGTCATAA, TRCN0000250894) or a non-targeting sequence (shScr, CCTAAGGTTAAGTCGCCCTCGCTC). After 48 h, cells were selected with 1 μg/ml puromycin or 50 μg/ml hygromycin for 3 days.

### RNA isolation and RT-qPCR

RNA was extracted using an AllPrep DNA/RNA mini kit (Qiagen 80204) and DNAse treated with the TURBO DNA-free™ Kit (Ambion, AM1907). RNA (1 μg) was retrotranscribed using Revertaid Reverse Transcriptase (Thermo Scientific EP0441) and the cDNA was diluted 1/50 for qPCRs using MESA BLUE MasterMix (Eurogenentec, 10-SY2X-03 + NRWOUB) on a LightCycler® 480 Instrument II (Roche). A list of primers used can be found in Additional file 3.

### RNA-seq library preparation

For analysing the effects of SETDB1 depletion, ribosomal RNA-depleted RNA-seq libraries were prepared from 200–500 ng of total RNA using the low input ScriptSeq Complete Gold Kit (Epicentre). For the TET2 rescue samples, mRNA libraries were prepared using the Dynabeads mRNA purification kit (Life Technologies) and the NEBnext Ultra RNA library prep kit (NEB). Libraries were sequenced on an Illumina NextSeq 500 with single-end 75-bp reads.

### Chromatin immunoprecipitation

ChIP was performed as described in Latos et al. [43], with modifications. For the detection of TET1 and TET2, cells were fixed with an initial cross-linking step of 45 minutes with 2 mM Di(N-succinimidyl) glutarate (Sigma-Aldrich, catalogue number 80424) in PBS at room temperature, followed by a PBS wash and a second fixation step of 12 minutes with 1% formaldehyde in PBS. For histone ChIPs (H3K9me3, H3, H3K4me3, H4R3me2s) the cells were fixed with 1% formaldehyde for 12 minutes in PBS. After quenching with glycine, washes and lysis, chromatin was sonicated using a Bioruptor Pico from Diagenode, to an average size of 200–700 bp. Immunoprecipitation was performed using 100 μg of chromatin and 7.5 μg of antibody (TET1, TET2) or 20 μg of chromatin and 2.5 μg of antibody (histones). Final DNA purification was performed using the GeneJET PCR Purification Kit (Thermo Scientific, catalogue number K0701) and elution in 80 μL of elution buffer. This was diluted 1/10 and analysed by qPCR, using the KAPA SYBR® FAST Roche LightCycler® 480 2X qPCR Master Mix (Kapa Biosistems, catalogue number KK4611). A list of primers and antibodies used can be found in Additional files 3 and 4, respectively.

### Global 5hmC quantification

Global levels of 5hmC were measured using the Global 5hmC quantification kit (Active Motif), following the manufacturer’s instructions and using 25 ng of DNA per well.

### Oxidative bisulphite sequencing

Deep sequencing of PCR products from BS- and oxBS-converted DNA was performed as previously described [31]. Briefly, precipitated DNA (without glycogen) was resuspended in water and further purified using Micro Bio-Spin columns (Bio-Rad), after which half of the DNA was oxidised with 15 mM KRuO_4_ (Alpha Aesar) in 0.5 M NaOH for 1 h. Following bisulphite conversion of both DNA fractions with the EpiTect Bisulfite kit (QIAGEN), a two-step PCR amplification was used: a first PCR amplifies the region of interest and adds part of the sequencing adaptors; a second PCR on pooled amplicons then completes the adaptors and adds sample barcodes, allowing for multiplexing (see primers in Additional file 3). Paired-end sequencing of pooled samples was done using an Illumina MiSeq.

### High-throughput sequencing data processing

Reads were trimmed using Trim_galore! v0.3.3 with default parameters. External ChIP-seq data for H4R3me2s (GEO accession GSE37604) [36] were aligned to the mm9 genome assembly using Bowtie2 v2.1.0 [44] and uniquely aligned reads were extracted for peak detection using MACS2. To identify repeats enriched for H4R3me2s, the number of ChIP-seq peaks overlapping each repeat class were compared with a random control where peaks were shuffled (using bedtools) over mappable regions of the genome. RNA-seq data were aligned to mm9 using TopHat v2.0.9 [45] with -g 1 option, which assigns reads with multiple hits of equal quality to one of those locations at random (i.e., “inclusive mapping”). Raw read counts for each gene or Repeatmasker class were used in DESeq2 for differential expression analysis and for generating normalised gene and repeat expression values. For expression analysis of individual IAP copies, only uniquely mapped reads were used, together with a custom annotation of IAPs which merged same-strand IAP fragments within 100 bp into a single element; elements longer than 5 kb were classified as full-length. Only elements with > 0.25 RPM in any of the analysed samples were used. OxBS data were aligned with Bismark [46] to a custom genome containing the amplicon sequences; only CpGs covered by at least 100 reads were used to calculate 5mC/5hmC levels.

## Additional files

Additional file 1: Figures S1–S5. ** Figure S1.** SETDB1 regulates ERV silencing in naïve ESCs. **Figure S2.** Removal of TET2 dampens SETDB1-mediated IAP activation in naïve cells. **Figure S3.** SETDB1-mediated IAP activation is not linked to DNA methylation changes. **Figure S4.** SETDB1 depletion does not lead to DNA methylation changes. **Figure S5.** TET2 activity is associated with loss of H4R3me2s at IAPs.

Additional file 2: Table S1. List of differentially expressed repeat classes upon SETDB1 depletion.

Additional file 3: Table S2. List of primers used in this study.

Additional file 4: Table S3. List of antibodies used in this study.

# Supplementary material for: SETDB1 prevents TET2-dependent activation of IAP retroelements in naïve embryonic stem cells
**Source:** Genome Biol. 2018 Jan 19;19:6. doi: 10.1186/s13059-017-1376-y
**Supplement:** Supplementary file 1 — Figure S1. SETDB1 regulates ERV silencing in naïve ESCs. Figure S2. Removal of TET2 dampens SETDB1-mediated IAP activation in naïve cells. Figure S3. SETDB1-mediated IAP activation is not linked to DNA methylation changes. Figure S4. SETDB1 depletion does not lead to DNA methylation changes. Figure S5. TET2 activity is associated with loss of H4R3me2s at IAPs.

## Supplementary Figures

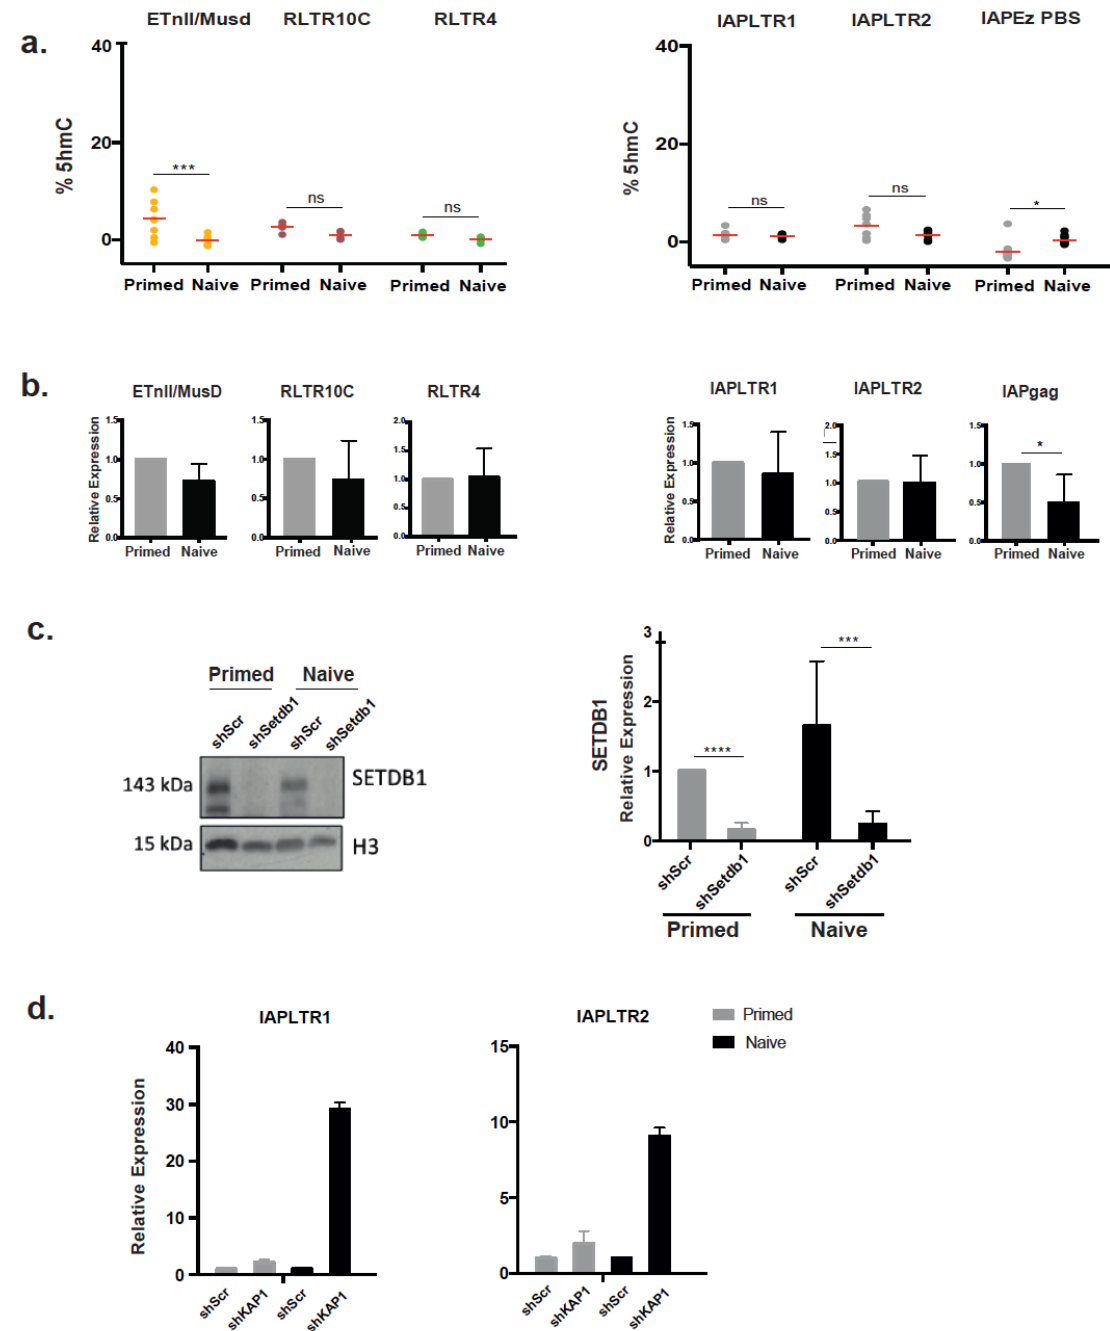

### Supplementary Figure 1 – SETDB1 regulates ERV silencing in naive ESCs.

**a.** Deep amplicon sequencing from oxBS-treated DNA was used to measure 5hmC levels at ERVs in primed and naive ESCs; each data point represents the average value from two biological replicates at a given CpG within the amplicon (ANOVA with Tukey's multiple comparison test, \*  $p < 0.05$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ). **b.** RT-qPCR data of primed and naive ESCs. Each bar represents mean values and error bars indicate s.d. ( $n=3-10$ ; t-test, \*  $p < 0.05$ ). **c.** Western blot (representative data from  $n=2$ ) and RT-qPCR analyses ( $n=7$ ) show SETDB1 depletion by lentiviral delivery of shRNAs (ANOVA with Tukey's multiple comparison test, \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ ). **d.** RT-qPCR data of KAP1 depleted ESCs at IAPs in primed and naive conditions.

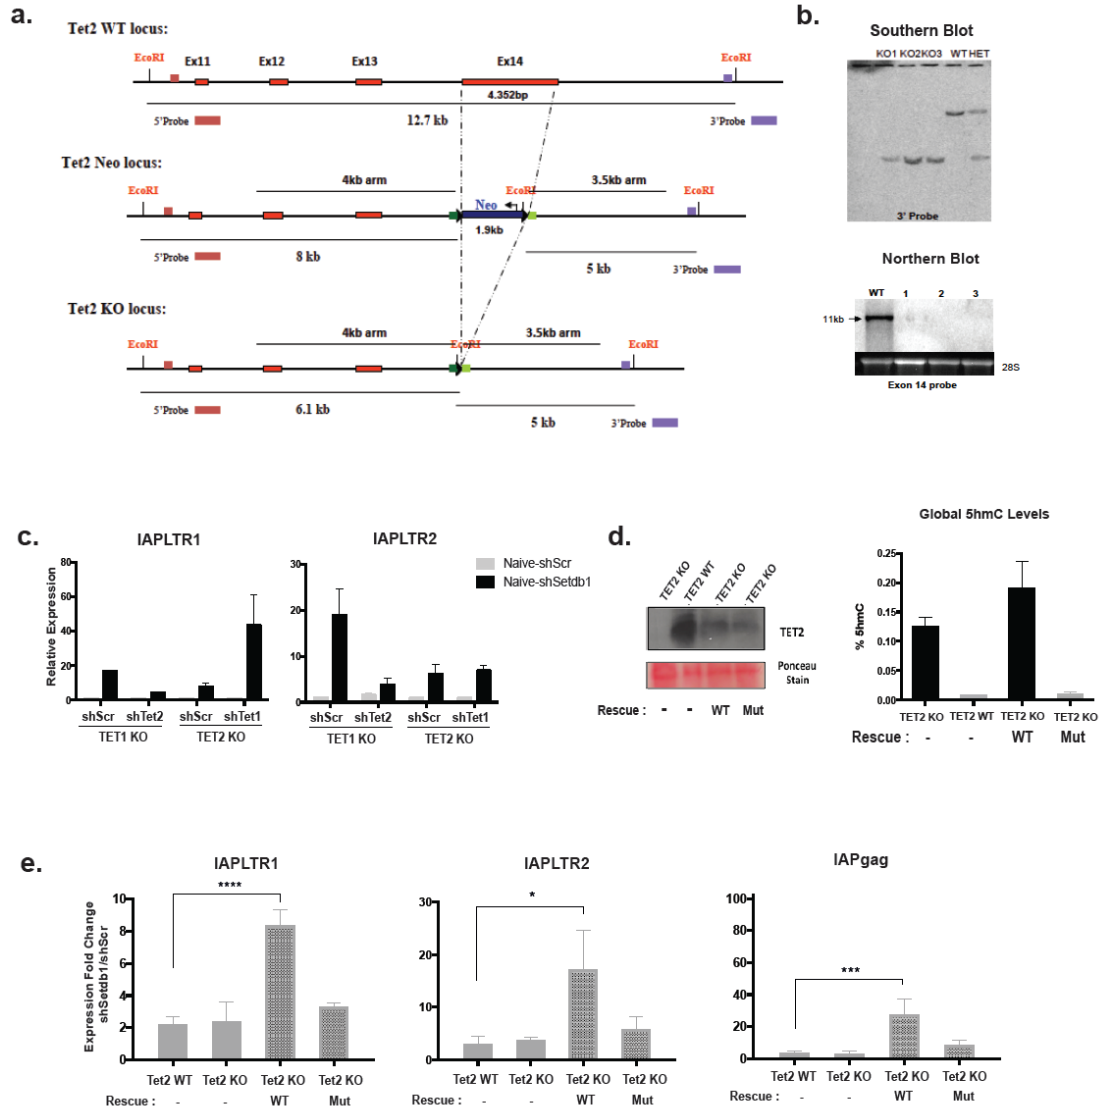

**Supplementary Figure 2 – Removal of TET2 dampens SETDB1-mediated IAP activation in naïve cells.** **a.** *Tet2* KO ESC targeting strategy. A 12.7kb genomic region containing *Tet2* exons 11 to 14 is depicted. *Tet2* exon 14 was substituted by a loxP-PGK-Neo-p(A)-loxP cassette by homologous recombination and then deleted by Cre-mediated recombination. EcoRI digestion fragments were used for Southern blot analysis using the 5' and 3' probes depicted. **b.** Southern blot analysis using the 3' probe shows correct targeting of *Tet2* locus. Northern blot analysis using a probe for exon 14 is unable to detect RNA in three independent *Tet2* KO ES clones. **c.** Relative expression of IAPs in *Tet2*-depleted *Tet1* KO ESCs or, reciprocally, in *Tet1*-depleted *Tet2* KO ESC, in 2i conditions. The error bars indicate s.d. from three technical replicates. **d.** Western blot reveals similar level of TET2 expression in the *Tet2* rescue lines (representative replicate of n=2). Global 5hmC levels reveals similar levels between WT *Tet2* ESCs and cells rescued with WT TET2, whereas TET2 KO ESCs and cells rescued with the mutant TET2 has low levels of 5hmC. **e.** RT-qPCR analysis of *Tet2* WT, KO and rescue cell lines at IAPs in primed ESCs (n=3-4; ANOVA with Tukey's multiple comparison test, \* p<0.05, \*\*\* p<0.001, \*\*\*\* p<0.0001). The results are presented as the ratio of shSETDB1/shScr and mean  $\pm$  s.d.

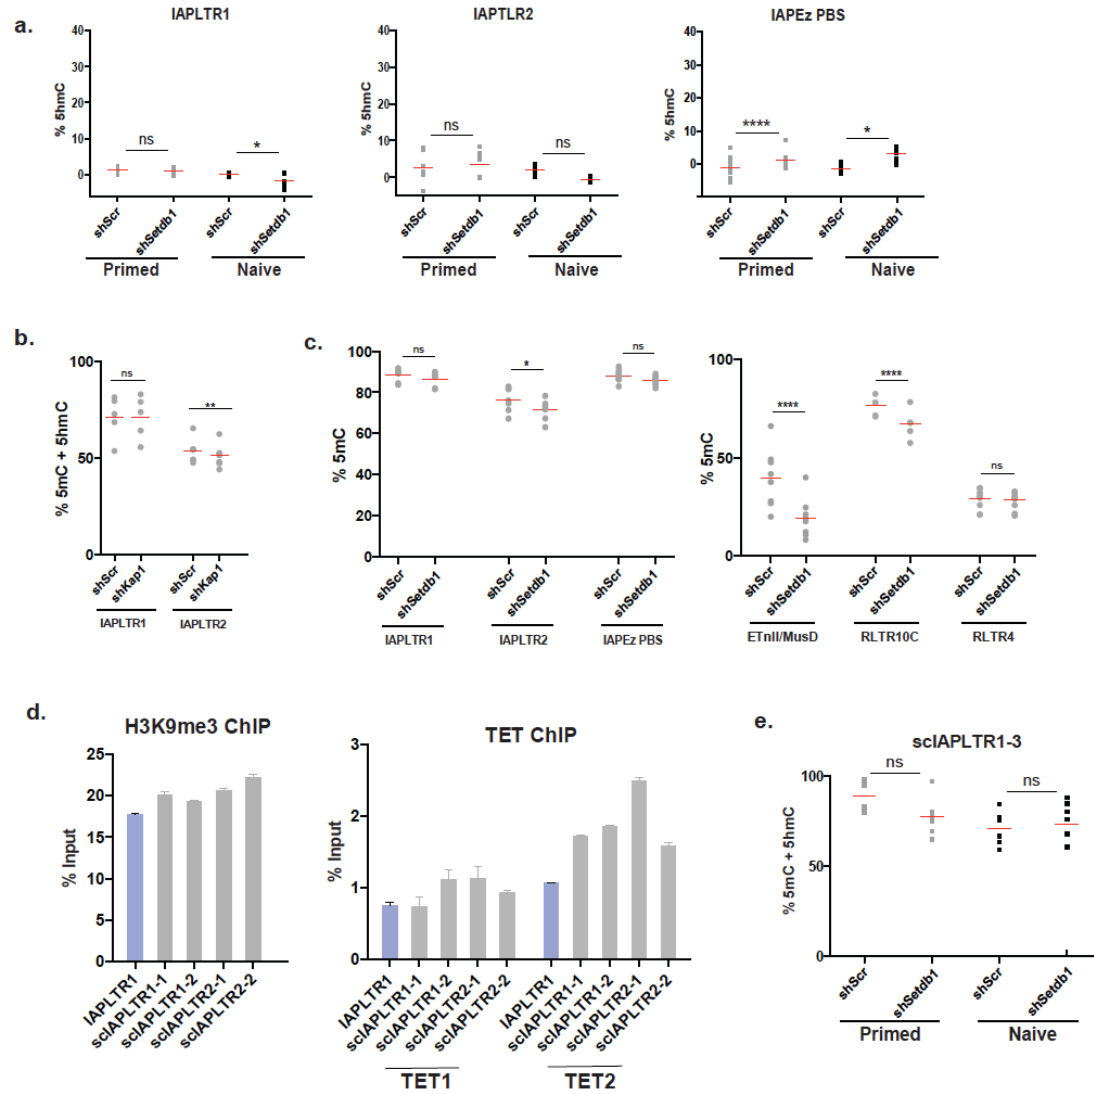

**Supplementary Figure 3 – SETDB1-mediated IAP activation is not linked to DNA methylation changes.** **a-c.** 5hmC levels in primed and naïve conditions upon SETDB1 knockdown (a), 5mC+5hmC levels in naïve ESCs upon KAP1 knockdown (b), 5mC levels in primed ESCs upon SETDB1 knockdown (c) at IAPs; each data point represents the average value from two biological replicates at a given CpG within the amplicon (ANOVA with Tukey's multiple comparison test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$ ). **d.** H3K9me3, TET1 and TET2 enrichment across individual IAP copies in primed ESCs compared to pool of IAP copies (blue bars). **e.** 5mC+5hmC levels upon SETDB1 removal at individual IAPs in primed and naïve conditions ( $n=2$ ).

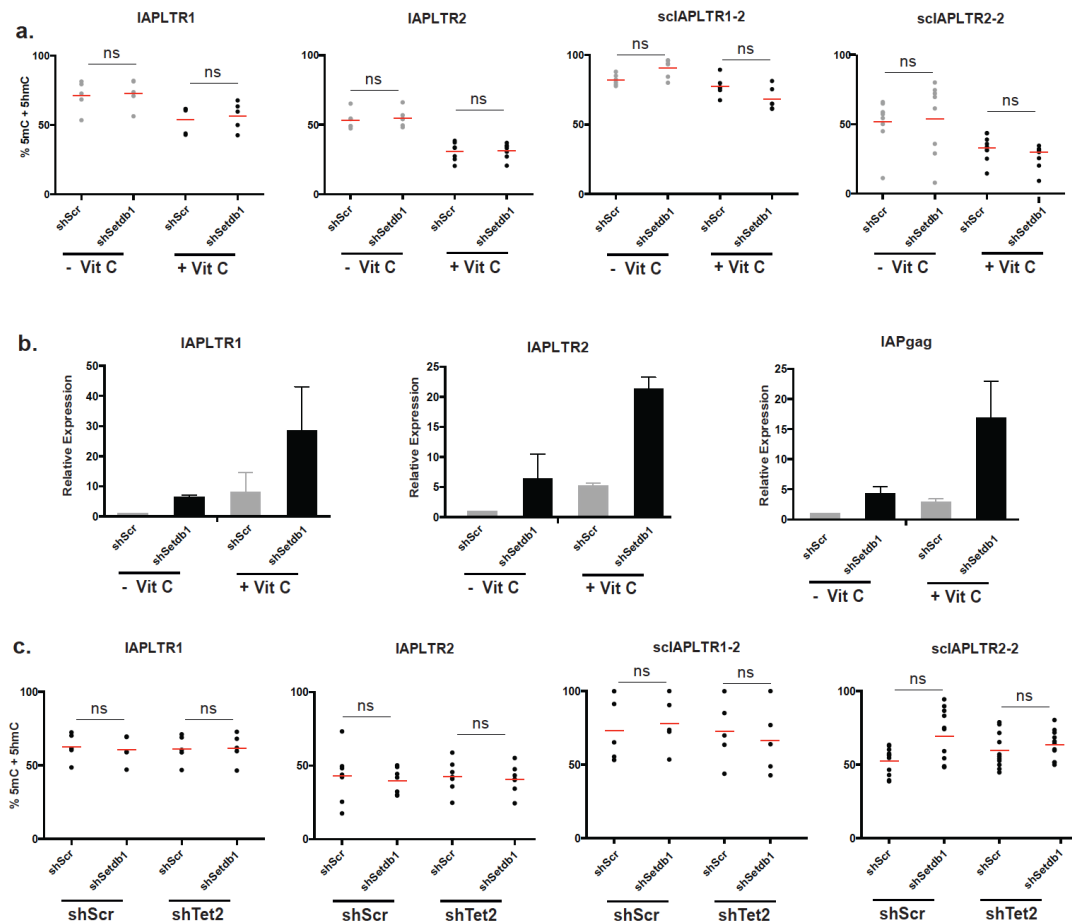

**Supplementary Figure 4 – SETDB1-depletion does not lead to DNA methylation changes.** **a.** 5mC+5hmC levels in naïve ESCs upon SETDB1 knockdown with and without vitamin C at IAPs; each data point represents the average value from two biological replicates at a given CpG within the amplicon (ANOVA with Tukey's multiple comparison test, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*\*  $p < 0.0001$ ). **b.** RT-qPCR data of SETDB1 depleted ESCs at IAPs in naïve conditions with and without vitamin C. **c.** 5mC+5hmC levels upon SETDB1 removal at IAP pools and individual IAP copies in *Tet2* KD naïve cells ( $n=1$ ); each data point represents the value at a given CpG within the amplicon (ANOVA with Tukey's multiple comparison test).

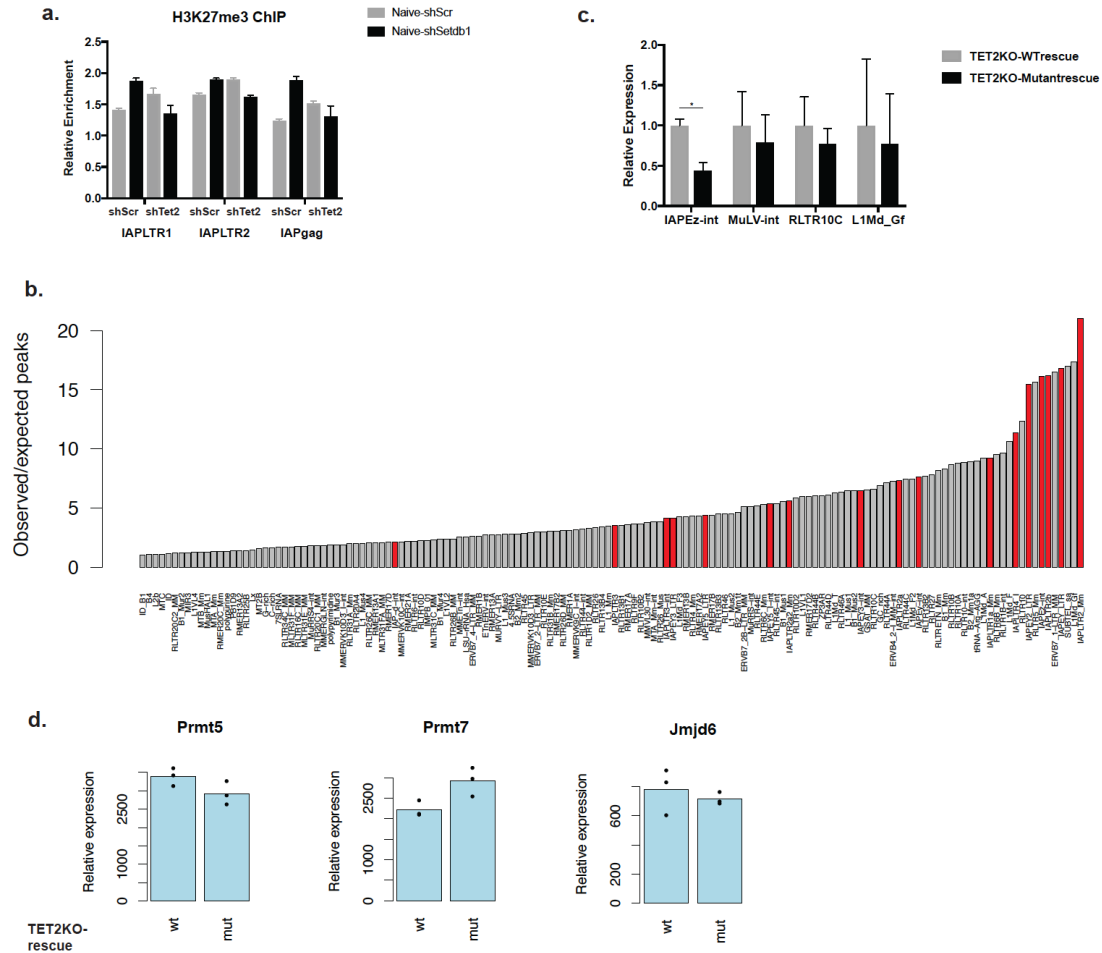

**Supplementary Figure 5 – TET2 activity is associated with loss of H4R3me2 at IAPs.** **a.** ChIP-qPCR data for H3K27me3 at IAPs upon SETDB1 loss in the presence and absence of TET2 (n=2-3). **b.** Repeat classes that are enriched for H4R3me2s in naïve ESCs. IAP elements are indicated in red **c.** Relative expression of transposons in Tet2 rescue cell lines based on RNA-seq data (n=3, \* p<0.05) **d.** RNA-seq data of Prmt5, Prmt7 and Jmjd6 genes in Tet2 rescue lines upon SETDB1 depletion.

How the deposited data were processed for this re-analysis (not part of the article)

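The deposited data were made from 12 poly(A)-selected RNA-seq libraries of Tet2 KO mouse ESCs rescued with WT TET2 or with the catalytic mutant, all infected with the shRNA against Setdb1 and grown in 2i (naïve) or serum (primed), 3 libraries per group. Libraries were assigned to groups by their labels, and all columns with per-sample values were used. The authors trimmed reads with Trim_galore, aligned them to mm9 with TopHat so that a read with several equally good positions went to one of them at random, counted reads per gene and per RepeatMasker class, and used DESeq2 to make normalised values. The deposited values are on a log2 scale after a variance-stabilising transformation, so that a count of 0 has the same lowest value in every library, and they include the authors' size factors. Gene and repeat values were normalised separately, so tests were made within each table. The library preparation kept no strand information, so reads from overlapping genes on opposite strands are not separated.

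The transformation was inverted for the depth of each library and for a test on counts, and 100% of the values came out as whole reads. Gene totals per library ranged from 8066662 to 21335933 reads and repeat totals from 3156928 to 13718028. Of 26061 genes, 26036 were matched to a chromosome of mm9 in the annotation used here. The size factors behind the gene values were the medians of ratios to the geometric mean. Those behind the repeat values were not, and average 1. Counting error limits Setdb1, with 114 reads in the lowest library, more than Tet2, with at least 1624. Reads are not independent molecules, and no interval is given for them.

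Rescue lines were compared with limma 3.58.1 in R 4.3.3, with all 12 libraries in one fit of 4 groups, an intensity trend in the variance and Benjamini-Hochberg adjustment over all features tested. Features were tested when their mean lay at least 1 above the lowest value of the table, which left 14185 genes and 939 repeat classes. Repeat classes were called at an adjusted p under 0.05 and a difference of more than 1 on the log2 scale, and genes at an adjusted p under 0.05. The difference between media was tested as an interaction. Sets of classes were compared with camera, with the correlation between classes estimated. Single values were also compared by an exact two-sided permutation test, in which 3 libraries against 3 cannot give a p below 0.1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables and figures.

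The pairing of libraries in the replicate block comes from the replicate numbers of the labels within each medium. The mean correlation of same-numbered libraries was 0.40 in naïve and 0.12 in primed ESCs over repeat classes, and 0.42 and 0.0950 over genes.

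The procedure was tested on simulated data drawn from the real means. With 200 of 14336 genes changed, 194 (97%) were recovered and 7 others were called. With 50 of 940 repeat classes changed, 35 (70%) were recovered and 4 others were called. A set of 102 classes shifted by 0.5 gave a camera p of 1.12e-06, and an unshifted set gave 0.695. The simulated features were drawn independently, without a replicate effect or a correlation between classes. In the real naïve data the estimated correlation was 0.65 and the difference 0.16. The simulation therefore does not show how well camera would detect a shift of the real set.

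The alternatives were other filters, no variance trend, centring, quantile normalization, a replicate block, limma-voom on the recovered counts, the 6 libraries of a medium alone, other thresholds, other forms of the set test, and each library left out in turn. They were fixed before the data were examined. Rescaling the repeat counts, leaving out libraries from the interaction, permuting over both media and flipping the signs of replicate pairs in the set comparison were added after the values were seen. The features named in the text are those the paper names, the called repeat classes, Dnmt3l, and the genes with the largest differences, in each direction, among those called in naïve ESCs without overlap or in both media, a rule that was also fixed before the data were examined. Y-linked genes outside that rule, the genes of the X chromosome paired with them, and the share of SSU-rRNA_Hsa were chosen after their values were seen. Other experiments of the paper were not analysed here.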

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

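The comparisons with other splits of the libraries and the tests on Y-linked genes were chosen after the results were seen.

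The paper compares repeats between the rescue lines but reports few genes. Over 14185 genes, 14 differed between the rescue lines in naïve ESCs (limma, adjusted p under 0.05), 13 of them higher with WT TET2 and 1, Cyba, lower (-1.10, adjusted p = 0.0440; range over alternatives 0.0184 to 0.303; lower in 3 of 3 replicate pairs), and 1882 had an unadjusted p under 0.05. In primed ESCs 36 differed, 29 of them higher and 7 lower, and 2295 had an unadjusted p under 0.05. In both media 9 genes were called, with the same sign. Groups did not overlap for 16.8% of genes in naïve and 22.4% in primed ESCs, where chance gives 10%. Of the 4 splits of the 6 naïve libraries that part all same-numbered pairs, 1, the real one, gave as many genes, and the same held for 1 of 4 in primed ESCs. The 3 other such splits gave 0 genes in each medium, with 131 to 322 genes at an unadjusted p under 0.05 in naïve and 73 to 828 in primed ESCs. With only 4 splits the share cannot fall under 0.05, so this test decides nothing either way. The other 6 splits of each medium part only 1 same-numbered pair. In naïve ESCs 1 of those 6, with WT replicate 1 and mutant replicates 1 and 2 against the rest, gave 215 genes. In primed ESCs 0 of them gave as many. For the difference between media 0 genes were called, with 489 at an unadjusted p under 0.05, and all 32 splits of that comparison gave as many, which a count of 0 fixes in advance. The split that exchanged all 3 pairs of one medium gave 440 genes, but it adds up the difference between rescue lines over both media and is not a chance division.

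The 14 tested genes of the Y chromosome were higher with WT TET2 in both media. Their median log2 difference was 1.35 in naïve ESCs and 1.48 in primed ESCs, while the medians of the 20 other chromosomes lay between -0.09 and 0.10 in naïve and between -0.07 and 0.06 in primed ESCs. Of the called genes, 8 of 14 in naïve and 9 of 36 in primed ESCs were on the Y chromosome. The genes with the largest differences, Gm4064, Rbmy1a1, Gm10352, Gm3376 and Gm10256, lie between positions 2041075 and 2398856 of the Y chromosome, and 89.7% to 100% of the 50-base words in the transcript of each occur in another of them. The random assignment could move reads between such copies, so their single values are uncertain. Relative to the autosomal median, the mean of the Y genes was 0.12 ± 0.06 in naïve WT libraries and -1.49 ± 0.21 in naïve mutant libraries (SD, n = 3 each), and -0.01 ± 0.18 against -1.59 ± 0.34 in primed ones. The mean difference over both media was 1.60 (exact permutation within media, p = 0.005, the smallest that 400 arrangements can give), and the WT library was higher in 3 of 3 replicate pairs in each medium. A scaling of the libraries moves all chromosomes, and the Y median of 1.35 stands apart from the others. In 7 Y genes with a partner on the X chromosome, the X copy changed less than its Y partner in 14 of 14 comparisons, with log2 ratios from -0.13 to 0.73 against 0.56 to 2.63. Exchanged reads can also leave the X copy with the smaller ratio, so the ratios alone do not rule out reads shared with the X chromosome. The 7 Y genes share at most 0.233% of the 50-base words of their transcripts with the X partner. That argues against shared reads as the source of the difference in these 7 genes. The comparison leaves out the 5 genes with the largest differences. Loss of the Y chromosome from part of the mutant rescue cells would lower all Y genes by the same ratio. The differences ranged from 0.68 to 3.02 in naïve ESCs, and across genes, which are not independent, they ranked alike in both media, with a Spearman correlation of 0.903 (permutation p = 6e-05), or 0.733 over the 9 genes other than those 5 copies. Whether all Y genes fell by one ratio was tested on counts over size factors, without the stabilisation, in the 7 genes with an X partner, which share at most 0.233% of the 50-base words of their transcripts with it. In naïve ESCs the log2 ratio was 0.67 for Eif2s3y, 0.75 for Ube1y1 and 1.38 for Ddx3y. In primed ESCs the ratios of these genes were 0.56, 1.45 and 1.57, so Ube1y1 lay near Ddx3y there. Relative to their mean in each library, the 7 genes differed between the rescue lines more than under relabelling (exact permutation within media, p = 0.005, the smallest possible), so a loss by one ratio as the only difference does not account for them. This rests in part on Usp9y, the gene with the fewest reads, without which the exact permutation p was 0.05. A loss from part of the cells together with gene-specific differences cannot be told apart from the pattern. Each rescue is a single line, so a difference in Y-linked expression between lines cannot be separated from an effect of TET2 activity either.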

How the results depend on the processing

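The comparisons with other splits of the libraries were chosen as tests after the results were seen. Beside the results without a replicate block, the paired fits gave the following. In naïve ESCs the replicate block called 1 repeat class against 0, and IAPEz-int, at a difference of 1.18, passed with an adjusted p of 0.00654 (range over alternatives 0.00654 to 1.00). All other 17 alternatives called 0 naïve classes. The block raised the naïve gene count from 14 to 36 (23 higher and 13 lower with WT TET2) and the primed one from 36 to 209 (115 higher, 94 lower). The 14 and the 36 genes called without it were all among these. The cause was not tested.

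Of the 14 naïve genes, no filter left 9 called, of which 7 were among them, a stricter filter 5, and the 6 naïve libraries alone 9, of which 8 were among them. Leaving out a library gave 5 to 14 genes. In primed ESCs a stricter filter gave 23 genes, the 6 primed libraries alone 18, and leaving out a library 12 to 82. Centring on the median called 40 primed genes, 27 higher and 13 lower, and quantile normalization 43, 29 higher and 14 lower, where 80.6% were higher before and 67.5% and 67.4% after. Without mutant replicate 2 the balance turned, with 15 higher and 21 lower among 36 genes, of which 19 were shared with the 36 called with all libraries, and without mutant replicate 3 it was 47 higher and 35 lower. The interaction called 0 to 1 genes when a library was left out, a setting chosen after seeing the data. The cause was not tested.

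The 3 repeat classes called in primed ESCs were called in all 12 alternatives that kept all replicates, and 1 to 3 of them when a library was left out. IAPEz-int lost its call in 4 of those 6 fits, with values from 1.42 to 2.21 over the 6 and adjusted p up to 0.196. In naïve ESCs its difference was 1.05 to 1.34 when a library was left out, and 0.18 after quantile normalization. In naïve libraries IAPEz-int ranked 3 or 4 among all classes, and quantile normalization gives equal values to equal ranks.

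The direction of the SETDB1-regulated classes against the others was the same in all 23 alternatives in each medium. In naïve ESCs the difference of 0.16 passed with a preset correlation between classes (p = 2.65e-05), with classes matched on expression (0.14, p = 1e-04) and with permutation of class membership (p = 1e-05), which do not use the estimated correlation of 0.65, and p ranged from 1e-05 to 0.703 over all alternatives. In primed ESCs the difference of 0.38 passed after centring on the median (p = 0.00656), after quantile normalization (0.39, p = 0.00301), with the replicate block (p = 0.0361), with the preset correlation (p = 5.75e-18), with classes matched on expression (0.39, p = 1e-04) and with permutation of class membership (p = 1e-05). The smallest p that permutations can give is 1e-04 for the matched classes and 1e-05 for class membership. It also passed when the repeat counts were rescaled by the size factors of the genes (0.38, p = 0.0332) and by the median of ratios (0.38, p = 0.00648), which were chosen after seeing the data, while the exact permutation test across libraries, at p = 0.3 in naïve and 0.1 in primed ESCs, cannot pass with 3 libraries per group. Nor can the exact test that flips the signs of the replicate pairs, chosen after seeing the data, at p = 0.25 in each medium.

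Signs changed in 12 fits of single features, none of which had an adjusted p under 0.05. Centring on the median took RLTR10C in primed ESCs to -0.00116. Leaving out a library took RLTR10C in primed ESCs to between -0.23 and 0.19, L1Md_Gf in naïve ESCs to between -0.29 and 0.95 and in primed ESCs to between -0.14 and 0.76, Prmt5 in primed ESCs to between -0.0752 and 0.16, Jmjd6 in naïve ESCs to between -0.0149 and 0.28 and in primed ESCs to between -0.11 and 0.16, and Setdb1 to between -0.0678 and 0.31 in naïve and between -0.14 and 0.38 in primed ESCs. The cause was not tested. For other single features, the adjusted p rose above 0.05 in 21 fits and fell under it in 6.

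Of the 4 splits of the 6 libraries that part all same-numbered pairs, 1, the real one, called as many repeat classes as the 3 called in primed ESCs. In naïve ESCs, where 0 were called and 17 had an unadjusted p under 0.05, all 4 gave as many, which a count of 0 fixes in advance. For the set difference only the real split, 1 of 4, was as large in each medium, although 2 of the 6 splits that part fewer pairs were as large in naïve ESCs and 0 in primed ESCs. For the interaction of repeat classes, with 0 calls and 4 at an unadjusted p under 0.05, the same holds for all 32 splits. Setdb1 was read 114 to 585 times, and its SD between replicates was 0.11 to 0.53 over the groups. How far depth limits its results was not tested. The number of libraries limits the unpaired exact tests within a medium to p = 0.1.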

Differences from the paper's values

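With the values as deposited, the log2 differences and ratios that could be read from the paper's figures did not differ from the values here. After quantile normalization, an alternative set before the data were examined, IAPEz-int differed: its log2 difference was 0.18 against about 1.2 in Fig. 2d, read by eye, and its expression in mutant relative to WT was 0.886 against about 0.44 in Figure S5c, read by eye. IAPEz-int ranked 3 or 4 in naïve libraries, and quantile normalization gives equal values to equal ranks. The values after it are therefore no evidence against those of the paper. The paper states that, when ERV expression was compared between the rescue lines, IAPEz elements alone were differentially expressed. Here all repeat classes were tested and adjusted together, not ERVs alone. The paper's text does not say whether its comparison was paired. The criterion it states for repeat classes, given for SETDB1 depletion, is a fold limit with p under 0.05 from DESeq2. Here limma and an adjusted p were used. The counts of calls are therefore not directly comparable. Without a replicate block, the comparison in naïve ESCs called 0 of 939 classes, with 17 at an unadjusted p under 0.05. IAPEz-int had a log2 difference of 1.18 there (limma, adjusted p = 0.773, unadjusted p = 0.00247). With the replicate number as a block, an alternative set before the data were examined, IAPEz-int was the 1 class called (adjusted p = 0.00654; range over alternatives 0.00654 to 1.00). The other alternatives set before the data were examined, and the rescalings chosen after seeing the values, called 0 classes in naïve ESCs. In primed ESCs IAPEz-int, IAPLTR1_Mm and IAPLTR1a_Mm were called. The paper states that SETDB1-regulated repeats as a group were more highly expressed with WT TET2 in naïve ESCs. Their mean log2 difference exceeded that of other classes by 0.16, with a p of 0.474 from limma's camera test and 0.3 from the exact permutation test across libraries. The WT library was higher in 3 of 3 replicate pairs, for which the exact test with sign flips, chosen after seeing the values, gave p = 0.25, the smallest that 3 pairs allow. Among the alternatives set before the data were examined, a preset correlation between classes (p = 2.65e-05), classes matched on expression (p = 1e-04) and permutation of class membership (p = 1e-05) passed, the last 2 at the smallest p that their permutations can give, and the other alternatives did not (range over alternatives 1e-05 to 0.703). The paper states that Prmt7 is not controlled by TET2 activity. Its log2 difference was -0.39 in naïve ESCs (limma, adjusted p = 0.314) and -0.47 in primed ESCs (limma, adjusted p = 0.205 over all genes, 0.0234 over Prmt5, Prmt7 and Jmjd6).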

Other observations

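Quantile normalization for Tet2, the permutation over both media for Prmt7 and the rescaling for the replicate 3 libraries were chosen as tests after the results were seen.

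The Tet2 transcript was 2.16 higher on the log2 scale with WT TET2 in naïve ESCs and 1.84 higher in primed ESCs, in all 3 libraries of each line. After quantile normalization the naïve difference was 2.10, so the scaling of the libraries does not account for it. A difference in the number of construct copies or in their expression between the lines was not tested, and a difference in transcript is not one in protein. The paper reports similar protein levels of WT and mutant TET2 by Western blot. The rescue lines therefore differ in Tet2 transcript as well as in the substitutions. The Tet1 transcript was also higher with WT TET2, by 0.62 in naïve and 0.71 in primed ESCs (limma, adjusted p = 0.321 and 0.225). It was higher without overlap and in 3 of 3 replicate pairs in each medium. Whether Tet1 contributes to the difference in IAP classes was not tested.

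Prmt7 was lower with WT TET2 in 3 of 3 naïve and 3 of 3 primed replicate pairs, with a mean log2 difference of -0.43. An exact permutation test within media over both media, which was added after the values were seen, gave p = 0.005, the smallest that 400 arrangements can give, and 0.015 when adjusted over Prmt5, Prmt7 and Jmjd6. A hypothesis is that Prmt7 expression may follow TET2 activity or a property of the rescue lines, which the design cannot separate.

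The replicate 3 libraries stood apart in the repeat table. The first principal component, with 44.9% of the variance, had scores from -16.7 to -7.00 in these 4 libraries and from 2.65 to 10.7 in the others. The range of the library medians was 0.73 with the deposited scaling and 0.34 when the repeat counts were rescaled by the size factors of the genes. This is consistent with the size factors of the repeat table as a source of part of the shift. The class SSU-rRNA_Hsa took 20.0% to 53.5% of the repeat reads, with 20.0%, 42.7%, 53.1% and 27.4% in the replicate 3 libraries of naïve WT, naïve mutant, primed WT and primed mutant ESCs and 40.7% to 53.5% in the others, so a low share of this class does not set all 4 apart.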
